# miRNA profiling of urinary exosomes to assess the progression of acute kidney injury

**DOI:** 10.1038/s41598-019-40747-8

**Published:** 2019-03-18

**Authors:** Hiroko Sonoda, Byung Rho Lee, Ki-Hoon Park, Deepak Nihalani, Je-Hyun Yoon, Masahiro Ikeda, Sang-Ho Kwon

## Abstract

Because exosomes have gained attention as a source of biomarkers, we investigated if miRNAs in exosomes (exo-miRs) can report the disease progression of organ injury. Using rat renal ischemia-reperfusion injury (IRI) as a model of acute kidney injury (AKI), we determined temporally-released exo-miRs in urine during IRI and found that these exo-miRs could reliably mirror the progression of AKI. From the longitudinal measurements of miRNA expression in kidney and urine, we found that release of exo- miRs was a regulated sorting process. In the injury state, miR-16, miR-24, and miR-200c were increased in the urine. Interestingly, expression of target mRNAs of these exo-miRs was significantly altered in renal medulla. Next, in the early recovery state, exo-miRs (miR-9a, miR-141, miR-200a, miR-200c, miR-429), which share Zeb1/2 as a common target mRNA, were upregulated together, indicating that they reflect TGF-β-associated renal fibrosis. Finally, release of exo-miRs (miR-125a, miR-351) was regulated by TGF-β1 and was able to differentiate the sham and IRI even after the injured kidneys were recovered. Altogether, these data indicate that exo-miRs released in renal IRI are associated with TGF-β signaling. Temporal release of exo-miRs which share targets might be a regulatory mechanism to control the progression of AKI.

## Introduction

Acute kidney injury (AKI) is a condition that results in an abrupt decrease in renal function and is now known to be a risk factor for progression of chronic kidney disease (CKD)^1^. Incomplete recovery following AKI is often associated with tubulointerstitial fibrosis and chronic renal inflammation, which likely lead to CKD^2–4^. Currently, we lack specific treatments for AKI or diagnostics for the progression of AKI. Thus, both early detection and progress staging of AKI are an important step in controlling AKI effectively as well as improving clinical outcomes.

Urinary exosomes are extracellular vesicles that originate from the endocytic pathway and are released by fusion of multivesicular endosomes with the apical membrane of renal epithelial cells^5,6^. Urinary exosomes are constitutively released from epithelia, and the repertoire of their cargoes is likely selectively determined in response to the specific causes of kidney injury, thereby allowing urinary exosomes to potentially serve as biomarkers. Indeed, the intracellular traffic of cargo proteins depends not only on the endocytic pathway but also on the biosynthetic-secretory pathway for their exosome release^7^, suggesting that the cargoes in exosomes can mirror the cellular states of exosome producing cells.

In addition to the protein cargoes, almost all classes of RNAs, including miRNA (exo-miRs), are loaded in exosomes. In exosomes are present pre-miRNAs, as well as mature miRNAs, which undergoes exosome-associated miRNA processing^8^. These miRNAs are packaged inside exosomes or appear in isolated exosomes via the association with exosome surface^9^. miRNAs are endogenous small regulatory RNAs that post- transcriptionally/translationally downregulate protein expression by binding of their seed sequence to the target mRNA^10^. Excitingly, intercellular transfer of exo-miRs has been reported to elicit gene expression changes in the recipient cells^11,12^. However, the intercellular transfer role of exo-miRs under physiological conditions still needs to be thoroughly investigated, considering the relative copy number of miRNAs transferred to target mRNAs in the recipient cells for their gene expression regulation.

## Materials and Methods

### NRK52E and mIMCD3 cell culture

NRK52E cells (CRL-1571) were purchased from ATCC and were cultured in Dulbecco’s modified Eagle’s medium, DMEM (30-2002, ATCC), and supplemented with 5% fetal bovine serum (Gemini), 50 units/ml penicillin (Gibco), and 50 ug/ml streptomycin (Gibco). mIMCD-3 cells were obtained from UCSF cell culture core and were cultured in DMEM:F12 (30-2006, ATCC), supplemented with 5% fetal bovine serum (Gemini), 50 units/ml penicillin (Gibco), and 50 ug/ml streptomycin (Gibco).

### Animals and bilateral renal ischemia/reperfusion injury

All animal studies were conducted with approval from the University of Miyazaki in accordance with the University Guidelines for Institutional Care and Use of Laboratory Animals. Male rats (Sprague-Dawley, SD, 10 wks) were purchased from Kyudo (Saga, Japan) and the rats were randomly divided into two groups: a sham operation group and a renal ischemia/reperfusion injury (IRI) group subjected to an IR operation. In the operation for bilateral renal IR, the left and right renal vascular pedicles were clamped using two microvascular clamps (Roboz, Gaithersburg, MD) for 25 minutes, and then the kidneys were reperfused with blood. The sham operation was performed in the same way without clamping of the renal pedicles. The day of the operation for IR was designated as day 0. All the animals used in this study had free access to clean water and a normal diet. Blood samples were collected from the lateral tail vein. The concentrations of plasma urea nitrogen and creatinine were measured using autoanalyzer (DRY-CHEM 3500i, Fuji Film Medical, Tokyo, Japan) and urine osmolality was measured using an automatic osmometer (OM-6060, Arkray, Inc., Kyoto, Japan).

### RNA extraction from exosomes, kidneys, and cell lines

6-hour urine collection was done at the time points shown in Fig. 1a, and collected urine was immediately stored at −80 °C until RNA extraction. Frozen urine samples, each with a volume of 1 ml, were thawed on rotator for 15 min and then centrifuged at 17,000 x g for 10 min. Thereafter, small RNAs in urine were extracted, using the Urine exosome purification and RNA isolation kit (Norgen Biotek) according to the manufacturer’s instructions. For urinary exosome analysis for RT-PCR, urine samples were subjected to the total exosome isolation reagent from urine (Thermo Fisher) and then RNAs were extracted using miRNeasy kit (Qiagen). For exosome-loaded RNAs from conditioned medium, collected conditioned medium was centrifuged at 2000 × g for 15 min and then 10,000 × g for 20 min. The resulting supernatant was combined with 0.5 volume of Total Exosome Isolation reagent (Invitrogen), mixed by vortexing. After incubation at 4 °C for 24 hrs, exosomes were pelleted by centrifugation for 1.5 hrs at 10,000 × g. miRNAs were isolated as described above. For microarrays of kidney miRNAs, total RNA was isolated from whole kidney using TRIzol reagent (Invitrogen) and miRNAs are then purified using miRNeasy mini kit (Qiagen).

**Figure 1:**
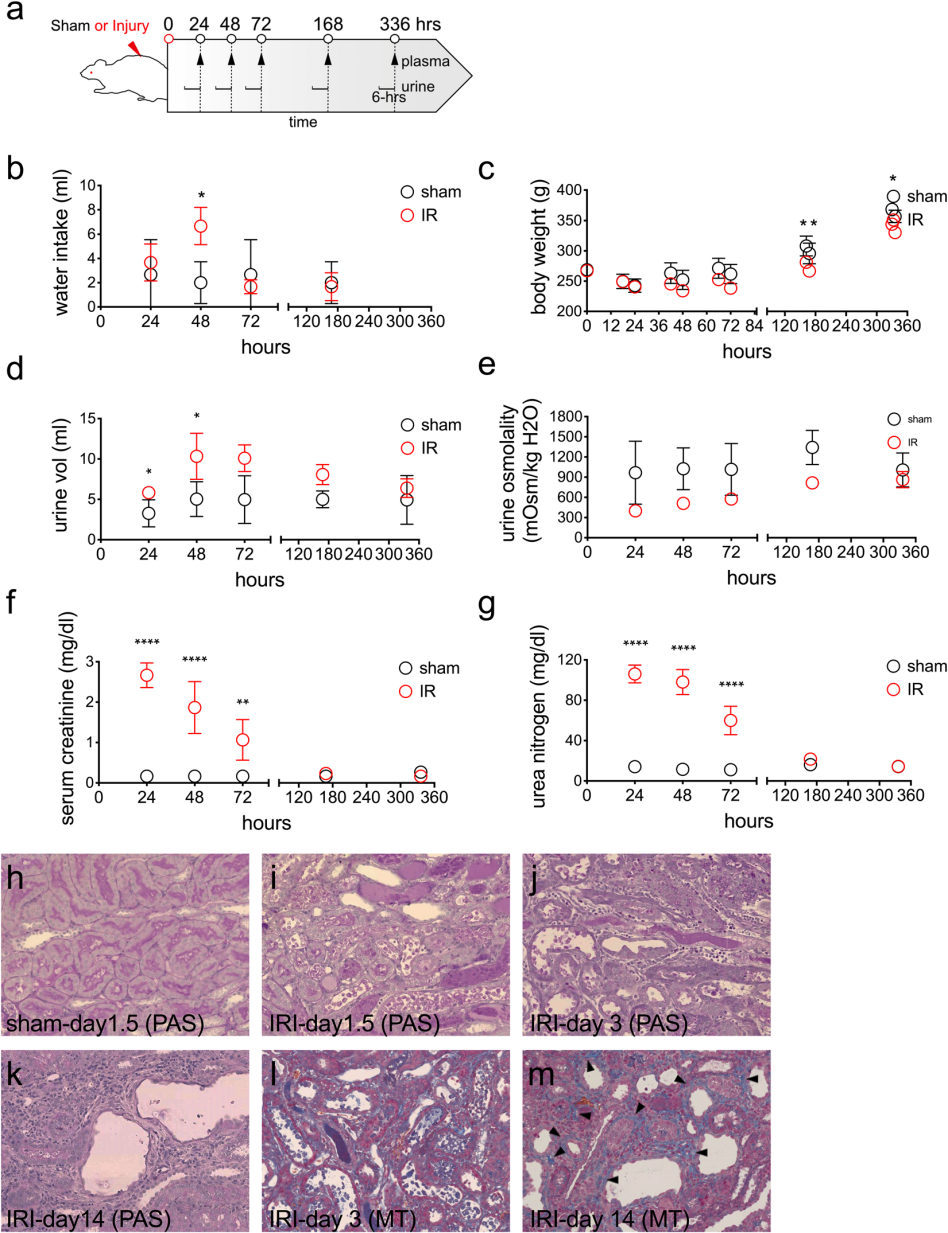
Rat kidney injury following bilateral renal ischemia/reperfusion. Experimental design (**a**) and the longitudinal changes of water intake (**b**), body weight (**c**), urine volume (**d**), urine osmolality (**e**), serum creatinine (**f**), and urea nitrogen (**g**) in sham and bilateral renal ischemia/reperfusion injury (IRI). Data are means ± SD. n = 3 for each group (sham and IR). Significance was calculated using 2-way ANOVA and labeled as *P < 0.05 **P < 0.01 ***P < 0.001 in graphs. Representative histological images of the renal outer medulla are shown in h-m. Kidney sections from rats at 1.5 days (**h**) after sham surgery or 1.5 (**i**), 3 (**j**), and 14 days (**k**) after IRI surgery were stained with periodic acid-Schiff (PAS). Also, kidney sections from rats 3 (**j**), and 14 days (**k**) after IRI surgery were stained with Masson’s trichrome (MT). Arrow heads indicate the interstitial fibrosis region. Bars = 200 μm.

### RNA-sequencing and data analysis

After building small RNA libraries using QIASeq miRNA library kit (Qiagen), small RNAs were sequenced and miRNAs were recognized using CAP-miRseq pipeline^13^. Briefly, adaptor and primer sequences from the library were trimmed using Cutadapt, sequence reads were then aligned to the rat genome (version 5) using Bowtie and miRDeep2 mapper, gene-level count data were generated using HTSeq, and finally differential expression analysis were performed using EdgeR^14^. For the over-represented motif search, 75 miRNAs found in urinary exosomes whose total sequence count is more than 3000 and 11 miRNAs not found in urinary exosomes were collected. Using these two datasets, we ran the OOPS model of Multiple Em for motifi Elicitation with discriminative mode to find 4–6 nucleotide long motifs. The identified motif had the lowest E-value in this search setting. The RNA-seq dataset is provided in Supplementary table 1 and was deposited in GEO (GSE124669).

### Microarray analysis of miRNAs in(side) kidneys

RNAs isolated from each sample were labeled using FlashTagTM Biotin HSR Labeling kit and hybridized to an Affymetrix GeneChip® miRNA 4.0 Array according to the manufacturer’s instructions. miRNA expression in kidneys was analyzed using Affymetrix Transcriptome Analysis Console 4.0. The microarray dataset is provided in Supplementary table 1 and was deposited in GEO (GSE125305).  

### Principal component analysis

Principal components were calculated using pcaMethods R package^15^.

### Heatmap

Differentially expressed miRNAs between sham and IRI groups from each time points were plotted in a heatmap, and Euclidean distance metric was used for hierarchical clustering, using MEV^16^.

### Reverse transcription- quantitative polymerase chain reaction (RT-qPCR)

12.5 ng of RNAs isolated from urinary exosomes were used to generate poly(T) primed cDNA and then miRNA expression analyses were performed according to miRCURY Locked Nucleic Acid (LNA) miRNA PCR assays (Qiagen) or custom primers for U6 RNA Forward : 5′-gcttcggcagcacatatacta-3′; Reverse, 5′-cgaatttgcgtgtcatccttg-3′). SYBR Green- based real-time quantitative PCR (qPCR) detection (NEB) was performed using CFX96 touch PCR machine (Bio-Rad). To determine TGF-β1- regulated miRNA expression in NRK52E and mIMCD3 cells, 1.0 × 10^6^ cells were starved for 24 hours in serum-free medium and were then treated with 10 ng/ml of TGF-β1 (R&D System) for the time points described in Fig. 5. 15 ng of total RNAs were used to generate poly(T) primed cDNA and then miRNA expression analyses were performed according to miRCURY LNA miRNA PCR assays (Qiagen). qPCR detection was performed using CFX96 touch PCR machine.

### Western blot analysis

For total protein preparation, cells were lysed in 65.8 mM Tris-HCl (pH 6.8), 26.3% glycerol, 2% SDS, 50 mM 2-mercaptoethanol, and Complete protease inhibitor cocktail (Roche). For exosome marker analysis, proteins in total cell lysates, microvesicle fraction (10,000 x g pellet during the exosome isolation described above), or exosome fractions were separated by 4–12% SDS-PAGE and subsequently transferred electrophoretically to nitrocellulose membrane. The blots were probed with anti-syntenin (Bio-Rad), anti-Alix (Cell Signaling Technology), or anti-Rictor (Cell Signaling Technology) as primary antibodies followed by appropriate HRP-conjugated secondary antibodies for chemiluminescence detection. Unsaturated signals on the blots were captured with Odyssey Fc Imaging System (Li-Cor).

### Histology

Histological sections were stained with periodic acid-Schiff (PAS) or Masson’s trichrome (MT) reagents (Muto Pure Chemicals Co., Ltd., Tokyo, Japan), and microscopic observation of the stained specimen was performed as previously described^4^.

## Results and Discussion

To test our hypothesis that exo-miRs released during renal injury could mirror the cellular states of the kidneys, bilateral renal IR surgery was performed in rats, and plasma and urine samples were collected longitudinally at the indicated times following the surgery (Fig. 1a). As shown in Fig. 1f,g, plasma creatinine and urea nitrogen concentrations in the IR group were significantly increased at 1, 2, and 3 days after the surgery and thereafter were restored to the normal levels, when compared with those in the sham group. Overall, the measurements of water intake, urine volume, body weight, and urine osmolality were not dissimilar between the sham and the IR groups except that water intake at 2 days, urine volume at 1 and 2 days,  and body weight at 7 and 14 days after the surgery were significantly different between the sham and the IR group.

Histological examination revealed that IRI caused tubular cell necrosis, loss of brush border, cast formation at 1.5 days after the surgery (Fig. 1i). At 3 days after the surgery, dilation of tubular lumen and cell infiltration in the interstitial region were also observed (Fig. 1j). At 14 days after the surgery, morphological changes such as tubular cell necrosis and cast formation became less, and dilation of tubular lumen, large nuclei in tubular cells, and renal interstitial fibrosis were increased (Fig. 1k,m). These results indicate that in our bilateral renal IR model, acute kidney injury occurred in the early phase, accompanied by an initial urinary concentration defect, and renal regeneration and fibrosis developed following the injury (Fig. 1b–m).

To determine miRNAs in the urinary exosomes during IRI, small RNAs in the urinary exosomes isolated at the time points shown in Fig. 1a were sequenced. 

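Small RNA of urinary exosomes was sequenced from 3 sham rats and 3 rats with bilateral renal ischemia-reperfusion injury (IRI) at days 1, 2, 3, 7 and 14 after the surgery, which gave 30 libraries. The same 6 rats, sham rats 3, 6 and 9 and IRI rats 1, 2 and 13, were sampled on every day, so the rat is the replicate (n = 3 per group). The deposited tables, 1 per day, list 110, 86, 72, 68 and 79 miRNAs, each above 0 in at least 3 of the 6 libraries of that day. Their values are counts scaled by the authors to about the scale of CPM, after adaptor trimming with Cutadapt, alignment with Bowtie and counting with HTSeq. The paper's text does not name the scaling. In each library the low values, those worth up to 20 reads, were whole multiples of 1 step within 0.1, and the step was taken as the worth of 1 read. The listed miRNAs then amounted to 935 to 2125 reads in sham libraries and 11165 to 50700 reads in IRI libraries at day 1. At day 2 the ranges were 696 to 1955 and 1122 to 10543 reads, at day 3 they were 289 to 909 and 691 to 12739, at day 7 they were 211 to 981 and 431 to 837, and at day 14 they were 666 to 1796 and 651 to 1157. A value of 0 allows up to 3 reads, a scaled value of 68.2 in the deepest library and 11977 in the shallowest. Such limits cover counting error only. Sham and IRI were compared on the log2(value + 500) scale with limma, with p adjusted over the miRNAs of the day by the Benjamini-Hochberg method and a threshold of 0.05. The tests, the constant of 500, the miRNA lists and the alternative settings were chosen before the deposited values were examined, unless stated otherwise. The supplement's copy of the study's tables for each day had been read by then, so these choices were not blind to the values. Sequencing lanes 2 and 5 held IRI libraries only. Lane 3 held sham libraries and IRI rat 2 at day 14, and lane 4 held sham libraries and IRI rat 13 at days 1 and 2. Lane and surgery are thus largely confounded and were not separated. Libraries of the same depths were simulated, in which 20 miRNAs differed between the groups. At a 16-fold difference limma called 57.8% to 69.6% of them, and at 4-fold 3.9% to 10.7%. The spread between rats beyond counting error (dispersion) was set to 0.3 on every day. Estimated from the data, its median was 0.208, 0.189, 0.126, 0.041 and 0.021 at days 1, 2, 3, 7 and 14. Its mean was 0.325, 0.393, 0.402, 0.092 and 0.039, so the setting lies above the estimates of days 7 and 14.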

Western analysis with exosome markers, including Alix and TSG101 was used to confirm that the isolated samples indeed contained exosomes (not shown). The distribution of RNA species in urinary exosomes is shown in a pie chart (Fig. 2a). In this experimental setting, we found abundant piRNAs in urinary exosomes, but the precise annotation remains determined, as the majority of annotated piRNAs expressed in somatic tissues can originate from other non-coding RNA fragments^17^. A previous study from immune T cells showed that miRNAs contain the sequence information that controls their sorting into exosomes, which is called EXOmotif, GGAG^18^. To determine if exo-miRs in urine also contain such motifs, we performed an unbiased search for enriched sequences in the miRNAs^19^. For this analysis, we used two sets of miRNA sequences: one from exo-miRs with more than total 3000 read counts over all time points, and the other from miRNAs that did not appear in our sequencing results as control. Interestingly, the enriched sequence of exo-miRs was GGRS (R is A or G, S is C or G), which overlapped with EXOmotif (Fig. 2b), indicating that the enriched sequences are likely used as a “zip code” for exosome targeting in kidney cells as well. Whether this sequence is sufficient to target miRNAs in urinary exosomes remains to be determined.

**Figure 2:**
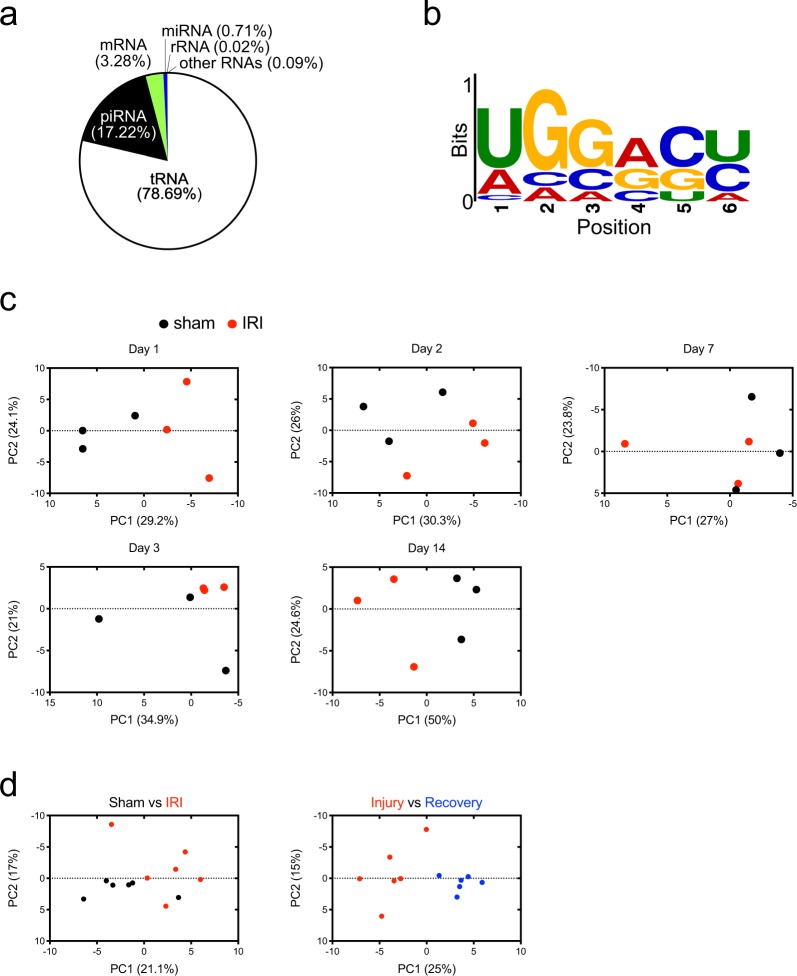
Global similarity and dissimilarity in urinary miRNA transcriptome during the time course of renal IRI. (**a**) Pie chart representation of the distribution of RNA species mapped to known RNAs found in rat urinary exosomes. (**b**) Over-represented sequences in exosome-loaded miRNAs (exo-miRs). (**c**) Principal component analysis (PCA) plots of exo-miR transcriptomes at the indicated time points following sham or renal bilateral IR. n = 3 for each group. (**d**) PCA plot representing exo-miR transcriptomes from the sham and IRI groups at the injury state (day 1 and day 2) (left) and PCA plot representing exo-miR transcriptomes from the injury (day 1-to-2 post IR) and the recovery (day 7-to-14 post IR) in the IR group (right). n = 6 for each group.

In order to detect and visualize the overall effect of covariates associated with each experimental group, we performed principal component analysis (PCA) in which variation detected in two dimensions showed segregation in global miRNA transcription of sham and IRI at day 1, day 2, day 3 following the surgery, though there were batch effects within experimental groups (Fig. 2c). 

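miR-486, miR-361-3p, miR-24-3p, miR-378a-3p and miR-16-5p weighed most on the first principal component at day 1, and are named here after their weights were seen. PC1 and PC2 held 30.6% and 24.5% of the variance at that day, and a straight line in their plane parted the 3 sham libraries from the 3 IRI libraries. Of the variance of the scores, 46.3% lay between the groups (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 libraries allow). Without IRI rat 13 this share was 36.9%. Every IRI library of day 1 is deeper than every sham library. In libraries simulated at these depths with no difference between the groups, a line parted them in 88% to 97% of draws, with a share of 38.2% to 40.7% in the median, so the line at day 1 does not tell surgery from depth. At day 2, PC1 and PC2 held 29.4% and 26.4% of the variance, a line parted the groups, and 41.2% of the variance of the scores lay between them (exact permutation test, p = 0.2). Another grouping of the same day 2 libraries gave 51.3%. At day 3, PC1 and PC2 held 33.4% and 22.3%, led by let-7a-5p, miR-30d-5p and miR-200c-3p on PC1. No line parted sham from IRI, and 18.1% of the variance of the scores lay between them (exact permutation test, p = 0.6). A line did part the groups at day 3 in the counts of Supplementary table 1 (b), with a share of 41.4% (exact permutation test, p = 0.1), over the miRNAs above 0 in every library, with a share of 35.7%, and on the log2(value + 2000) scale, with a share of 21.4%. With each library scaled to the same total, a setting added after the data were seen, it parted them with a share of 21.7%. It also parted them when any rat other than IRI rat 2 was left out, with shares of 21.9% to 33.1%, and did not without IRI rat 2 (15.4%). With 6 libraries a line parts many groupings even at like depth, and at days 2 and 3 it parted 3 of the 10 possible ones.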

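At day 14, miR-182 was at 1510 ± 1374 in IRI and 11034 ± 3489 in sham (SD, n = 3 rats each), and miR-191a-5p was at 4128 ± 501 in IRI and 797 ± 698 in sham. Their log2 fold changes were -2.85 (standard error 0.77, adjusted p = 0.146 from limma) and 2.03 (standard error 0.60, adjusted p = 0.172 from limma), so neither passed the threshold. For both, every IRI rat lay on the same side of every sham rat. This held for 18 of the 79 miRNAs (22.8%, where chance gives 10%), 9 of them higher and 9 lower in IRI. In limma, 0 miRNAs passed the adjusted threshold at day 14 and 9 had an unadjusted p under 0.05, where chance gives 4.0 on average. In a comparison chosen after the results were seen, another grouping of the same 6 rats gave 7. In the authors' own edgeR values, 4 miRNAs have an FDR under 0.05 at day 14. These include miR-182 (0.0001675) and not miR-191a-5p (0.0836). PC1 and PC2 of the day 14 libraries held 29.8% and 24.9% of the variance, and a straight line parted sham from IRI. The groups differed by 45.7% of the variance of the scores (exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow), and the highest of the other 9 groupings gave 35.1%. Leaving out 1 rat at a time gave 40.4% to 50.5%, with exact p of 0.1 to 0.4. In the counts of Supplementary table 1 (b) the share was 22.8% and no line parted the groups.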

Interestingly, the sham and IRI at day 14 were still separated in the first two dimensions while both serum creatinine (sCr) and urea nitrogen levels of the injury group at day 14 were similar to those from the sham group, suggesting that there is still incomplete recovery or ongoing injury at day 14 which is detected at the expression levels of exo-miRs.

Because the sCr levels peaked at day 2 and its levels at day 7 showed a significant decrease to the levels, which became similar in both sham and IRI groups, we considered days 1 and 2 as injury state whereas days 7 and 14 as recovery state. When comparing the global transcription from sham and IRI, we observed that these two groups were separated (Fig. 2d, left). In addition, the PCA can cluster samples into two groups of exo-miRs in the injury state and recovery state (Fig. 2d, right). 

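In the mean of days 1 and 2, miR-101a-3p had a log2 fold change of 2.22 (standard error 0.48, adjusted p = 0.0808 from limma on the mean of each rat), and miR-3473 had one of -2.0 (standard error 0.53, adjusted p = 0.0907 from limma). Of the 81 miRNAs listed on both days, 0 passed the adjusted threshold and 11 had an unadjusted p under 0.05. In the PCA of the 12 libraries, PC1 and PC2 held 21.3% and 16.4% of the variance, and no straight line parted sham from IRI. Between the groups lay 30.3% of the variance of the scores (exact permutation of whole rats, p = 0.2), and another assignment of the rats gave 45.3%. The libraries of days 1 and 2 come from the same 3 rats per group, so they are not 6 independent replicates. A line parted the groups on the log2(value + 50) scale, in the counts of Supplementary table 1 (b) (a share of 51.1%), and without sham rat 6, sham rat 9, IRI rat 1 or IRI rat 2 (26.8% to 41.6%). It did not without sham rat 3 (19.3%) or IRI rat 13 (25.4%).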

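In IRI rats, miR-351-5p and miR-23b-3p differed most between these states in the signed IRI minus sham difference. For miR-23b-3p it was -1.36 and 0.63 at days 1 and 2 and -3.41 and -2.92 at days 7 and 14, so it was further below sham in the recovery state, by 2.80 on the log2 scale (standard error 0.48, adjusted p = 0.00055 from limma), and for miR-351-5p the injury state less the recovery state was -3.71 (standard error 0.78, adjusted p = 0.00374 from limma). These 2 of 61 miRNAs passed the threshold and 9 had an unadjusted p under 0.05. With the rat as a block in the fit both passed, with the constant of 0.5 read neither did, and in the counts of Supplementary table 1 (b) miR-23b-3p passed (3.13) and miR-351-5p did not (-0.82). miR-23b-3p was at 0 in every IRI library of days 7 and 14 and miR-351-5p at 0 in every sham library of those days, so the sizes depend on the constant of 500 added to the values. Groups at 0 have no spread, which lowers the standard errors and p of these 2 miRNAs. The main fit also takes the libraries of a rat on different days as independent. In the PCA of the 12 IRI libraries, PC1 and PC2 held 28.1% and 14.4% of the variance, and a straight line parted days 1 and 2 from days 7 and 14. The states held 54.3% of the variance of the scores, against at most 10.9% for the other ways to pair these days. There are only 3 such ways, so no permutation p under 0.33 is possible. The IRI libraries of days 1 and 2 are also deeper than those of days 7 and 14, except IRI rat 2 at day 2. With every library thinned at random to the 431 reads of the shallowest, the states held 44.8% in the median of 100 draws, and a line parted them in 89% of draws. IRI rat 13 was in lane 4 at days 1 and 2 and in lane 5 at days 7 and 14, and IRI rat 2 moved from lane 2 to lane 3 at day 14. Sham rat 6 moved from lane 3 to lane 4 between the states. Each day also has its own table of scaled values. Lane and scaling thus go partly with the state and were not separated from it. In the same PCA of the 12 sham libraries the states held 3.5% and no line parted them, though without sham rat 9 they held 29.1% and a line did. The most extreme sham score on PC1 was that of the shallowest library, sham rat 3 at day 7 (-9.83, 211 reads). Without sham rat 3 the states held 9.5% and no line parted them. Sham libraries of these days had 211 to 2125 reads, so their depth differed less between the states than that of IRI libraries. The paper takes the states from the course of serum creatinine and states that exo-miRs form these groups.

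**Figure D1:**
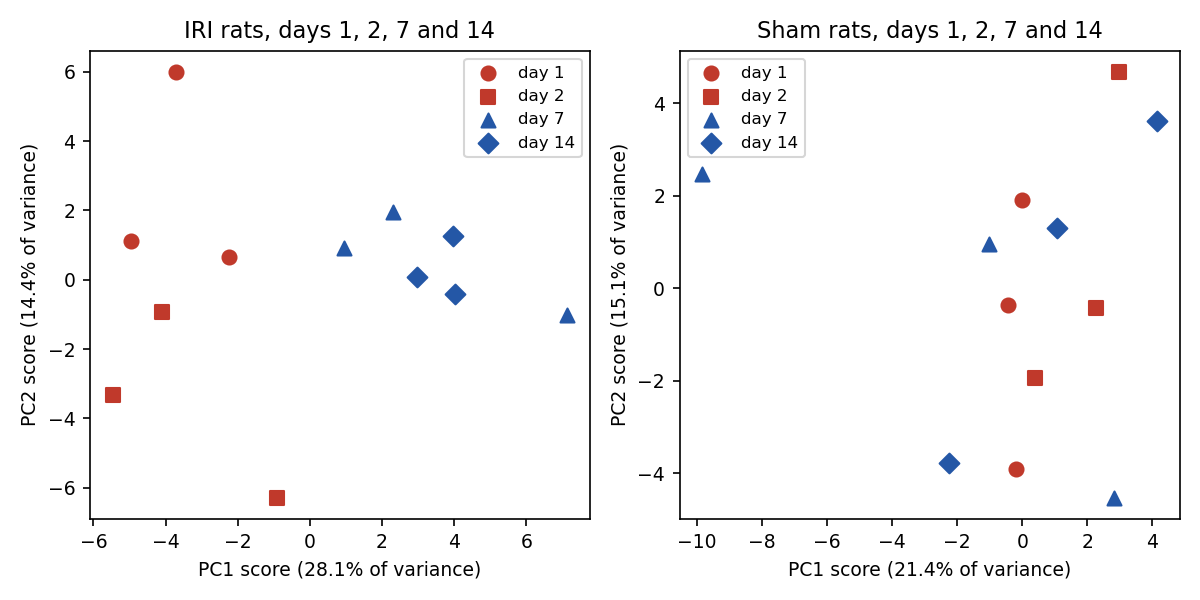
Scores on PC1 and PC2 of the IRI libraries (left) and the sham libraries (right) at days 1, 2, 7 and 14, each point 1 library, with the share of the variance of each component on its axis. Days 1 and 2 are red and days 7 and 14 blue. Between the states lay 54.3% of the variance of the IRI scores and 3.5% of the variance of the sham scores.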

Altogether, these data suggest that exo-miRNAs can differentiate between the injury and recovery states, thereby potentially serving as a biomarker source for the progression of kidney injury.

We determined differentially expressed exo-miRs between the sham and IRI groups over time, and the whole distribution of differentially expressed exo-miRs was visualized in the volcano plots (Fig. 3a). 

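miR-101a-3p was higher in IRI at day 1, at 3218 ± 483 (SD, n = 3 rats) against 0 in all 3 sham rats, at least 1.56-fold higher (log2 fold change 2.89, standard error 0.28, adjusted p = 0.00383 from limma). miR-181b-5p was higher at day 2, at 6192 ± 1816 against 0 in sham, at least 2.44-fold higher (3.7, standard error 0.56, adjusted p = 0.00884 from limma). miR-23b-3p was lower at day 7, at 0 in all 3 IRI rats against 5012 ± 1963 in sham (-3.41, standard error 0.58, adjusted p = 0.0166 from limma). No fold is given for it, since the sham mean lies under 5216, the average of what 0 reads allow in a single IRI library. Fold bounds compare the mean of 1 group with the worth of 3 reads, averaged over the libraries of the group at 0. In limma, 1 miRNA passed at each of days 1, 2 and 3, all higher in IRI, and 2 passed at day 7, 1 higher and 1 lower. At an unadjusted p under 0.05 there were 13, 9, 5 and 4 miRNAs at days 1, 2, 3 and 7. Chance gives 4.3, 3.6 and 3.4 on average at days 2, 3 and 7. The miRNAs of a library vary together, so such counts can spread widely around that average. In a comparison chosen after the results were seen, another grouping of the same 6 rats gave 8, 14, 9 and 6 at days 1, 2, 3 and 7. The counts at days 2, 3 and 7 are therefore no sign of an effect of the surgery. At day 1, libraries simulated at these depths with no difference gave 9.5% of the 110 miRNAs such a p, a share that includes the effect of unequal depth. Without sham rat 3, sham rat 6 or IRI rat 13 the adjusted p of miR-181b-5p was 0.0545, 0.0609 or 0.0511 in limma, and 0 miRNAs passed at day 2. In the counts of Supplementary table 1 (b) the log2 fold change of miR-181b-5p was 0.09 and that of miR-23b-3p at day 7 was -1.95, and neither passed. At day 7 the adjusted p of miR-23b-3p passed only without sham rat 3 among the 6 fits that leave out a rat, and lay at 0.0537 to 0.0934 in limma in the others. The groups did not overlap for 22 of 110 miRNAs at day 1 (20.0%, 18 higher and 4 lower), 11 of 86 at day 2 (1 higher and 10 lower), 8 of 72 at day 3 and 9 of 68 at day 7, where chance gives 10% for libraries of like depth. Depth was unlike at day 1, where 9 of the 18 higher miRNAs have IRI means under the average of what 0 reads allow in a single sham library. In the authors' own edgeR values, 6, 5, 1 and 4 miRNAs have an FDR under 0.05 at these 4 days.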

We then clustered samples, based on exo-miR expression changes over time. In this analysis, we applied a false discovery rate of 0.01 for the selection of differentially expressed exo-miRs. All differentially expressed exo-miRs over time with the criteria were plotted with a heatmap, together with hierarchical tree of sample clusters shown in Fig. 3b. Differential gene expression between day 2 and day 3 or between day 7 and day 14 had the least dissimilarity while sample clusters between day 1-to-3 and day 7-to-14 had the most dissimilarity among the time points, which is consistent with the injury and functional recovery states, based on the observed sCr and BUN levels. 

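The log2 fold changes of 56 miRNAs, those listed on all 5 days, were compared between days by their Euclidean distance, the metric of the paper's heat map. That heat map holds the differentially expressed miRNAs instead, so the sets of miRNAs are unlike. Days 1 and 3 were the closest pair, at a distance of 6.75, followed by days 7 and 14 at 8.79 and days 2 and 3 at 9.09. The farthest pair was days 2 and 14, at 11.61. When 1 rat at a time was left out, days 1 and 3 stayed the closest pair (6.74 to 9.25). Average linkage placed days 1, 2 and 3 in 1 cluster and days 7 and 14 in the other. Distances between these clusters were 1.286 times those within them on average, the highest ratio of the 10 ways to split 5 days into 3 and 2, and the next was 1.102. This split was the top division under every setting tried except the counts of Supplementary table 1 (b), where day 1 stood apart from the rest. The standard errors of the fold changes alone would give distances of 6.75 to 9.78, so the order of the closest pairs is within measurement error. The same 6 rats were sampled on every day. The paper relates its clusters to the injury and functional recovery states, which it bases on serum creatinine and urea nitrogen.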

In other words, the observed expression patterns of exo-miRs over time can cluster into the injury and recovery status following IR.

**Figure 3:**
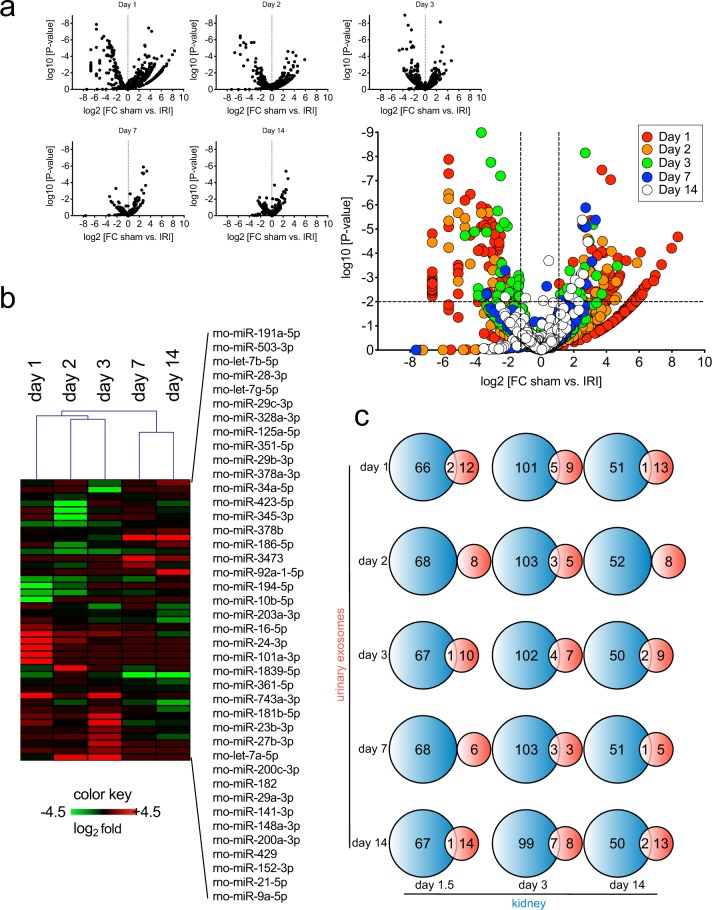
Injury state-specific and recovery state-specific miRNAs in urinary exosomes after renal IR . (**a**) Volcano plots of urinary exo-miR expression at the indicated time points following renal IR and combined all time points. The significance values and fold changes of all expressed miRNAs were computed using EdgeR. (**b**) Heat map with hierarchical clustering of differentially expressed genes with FDR < 0.01 in at least one time point. (**c**) Venn diagram representing overlap of differentially expressed miRNAs in kidney at 1.5 days, 3 days, 14 days post renal IR with differentially expressed urinary exo-miR at 1 day, 2 days, 3 days, 7 days, and 14 days post renal IR.

Next, in order to correlate the expression changes of exo-miRs in urine and kidneys, we compared the exo-miR dataset at the indicated time points with the miRNAs differentially expressed in(side) kidneys at day 1.5, day 3, and day 14 post IRI. The miRNAs in the IRI group were selected by using a fold change threshold of at least 2 and a nominal *P* value cutoff of 0.05 in comparison with the sham group (n = 3 for each group at each time point). Qualitative comparisons were made using Venn diagrams to graphically show the number of miRNAs that are common and those that differ between urinary exosomes and kidney cells (Fig. 3c). While several cellular miRNAs modulated day 3 post IRI appeared in exo-miRs collected over the indicated time points, most of the differentially expressed kidney miRNAs were not overlapped with exo-miRs, suggesting that release of most exo-miRs is determined not only by expression changes but also by regulated intracellular traffic or sorting. 

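miR-21-5p, miR-378a-3p, miR-351-5p, miR-182 and miR-203a-3p were among the miRNAs of the kidney list of day 3 with an unadjusted p under 0.05 in urine, and of these only miR-351-5p passed the adjusted threshold. Of the 106 kidney miRNAs of day 3 in Supplementary table 1 (d), 37 were listed in any urine table, and 11 had an unadjusted p under 0.05 from limma on at least 1 urine day. For 9 of these 11 the direction in urine was that in the kidney. Of the 52 kidney miRNAs of day 14, 13 were listed in any urine table and 4 had such a p, 3 of them in the same direction. By urine day, the miRNAs shared with the kidney list of day 3 numbered 5, 4, 2, 1 and 3 at days 1, 2, 3, 7 and 14, where the list's share of each urine table gives 4.1, 2.6, 1.6, 1.3 and 3.2. With the kidney list of day 14 the numbers were 2, 0, 1, 0 and 1. None of the 10 Fisher's exact tests passed (two-sided, adjusted p = 1.0 in each). At an adjusted p under 0.05 in limma, 1 urine miRNA, miR-351-5p, was in the kidney list of day 3 and 0 were in that of day 14. Most kidney miRNAs are thus missing from the urine tables themselves, which hold at most 110 miRNAs at this depth. From the limited overlap the paper proposes that sorting into exosomes, besides expression, sets the release of most exo-miRs.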

Alternatively, the limited overlap of differentially expressed miRNAs in kidney and urine might come from their restricted expression in certain nephron segments.

To determine if exo-miRs (miR-16-5p, miR-24-3p, and miR-200c-3p) which were increased at the early injury state (day 1 after IRI) exerted expression changes of target mRNAs in the kidneys, we searched target mRNAs against these all miRNAs from 14 different miRNA-target interaction databases through the R package MultiMir^20^ with a stringent search condition (e.g. only with top 10% predicted binding strength of each database search). 

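At day 1, miR-16-5p was at 48053 ± 25681 in IRI rats and 10575 ± 2293 in sham rats (SD, n = 3 each), 4.54-fold higher in the mean. miR-200c-3p was at 9583 ± 5902 in IRI and 689 ± 269 in sham, a ratio of 13.9 that rests on 1 read in each sham library. miR-24-3p was at 2448 ± 1396 in IRI and at 0 in all 3 sham rats, at least 1.18-fold higher. Every IRI rat was above every sham rat for all 3 miRNAs. Their log2 fold changes were 2.03 (standard error 0.44), 2.87 (standard error 0.60) and 2.42 (standard error 0.46), and none passed the threshold over the 110 miRNAs (adjusted p = 0.0695 from limma for each). Adjusted over the list alone, all 3 passed, which is not independent evidence since the study chose them on these samples. Without IRI rat 2, miR-24-3p and miR-200c-3p passed over all miRNAs (log2 fold changes 2.88 and 3.5, adjusted p = 0.00937 from limma for each). They also passed on the log2(value + 50) scale, and over the alternatives tried the adjusted p from limma ranged from 0.0255 to 0.216 for miR-16-5p, from 0.00937 to 0.209 for miR-200c-3p and from 0.00832 to 0.482 for miR-24-3p. The median log2 fold change of all miRNAs at day 1 was 0.30, and it was 0.11 with each library scaled to the same total, a setting added after the data were seen. At day 2 the log2 fold changes of miR-16-5p, miR-24-3p and miR-200c-3p were 0.51, 1.64 and 0.57 (adjusted p = 0.797, 0.502 and 0.841 from limma), with overlap between the groups for each.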

Cellular mRNA transcriptomes of the cortical and medullary rat kidney at day 1 post renal bilateral IRI were collected from the Gene Expression Omnibus (GEO) database (GSE27274). When comparing with cellular mRNA profiling of the cortical and medullary rat kidney, we found 15.3% (247/1614) and 4.1% (66/1615) of the mRNAs targeted by these exo-miRs were down-regulated in the cortical, and medullary kidneys, respectively. Next, the cumulative abundance changes of target mRNAs for each individual exo-miR were compared with those of non-target ones, in order to determine statistically if each exo-miRs affected gene expression of target mRNAs. For this analysis, predicted target mRNAs for each exo-miRs were collected from in silico search using TargetScan^21^. Using the expression mRNA datasets, the cumulative distribution of non-target and target mRNAs from rat kidneys were plotted in Fig. 4a. Notably, the comparison of the effects of IRI relative to sham showed that increased miR-16-5p, miR-24-3p, miR-200c-3p in urine were significantly associated with reduced target mRNAs in the medulla. In contrast, the changes in distribution of the target mRNA in cortex was not statistically significant. These data suggest that miRNA profiling of urinary exosomes could mirror the cellular gene expression in kidneys, which additionally supports a proof of concept that exo-miRs can be considered as a biomarker resource for AKI.

**Figure 4:**
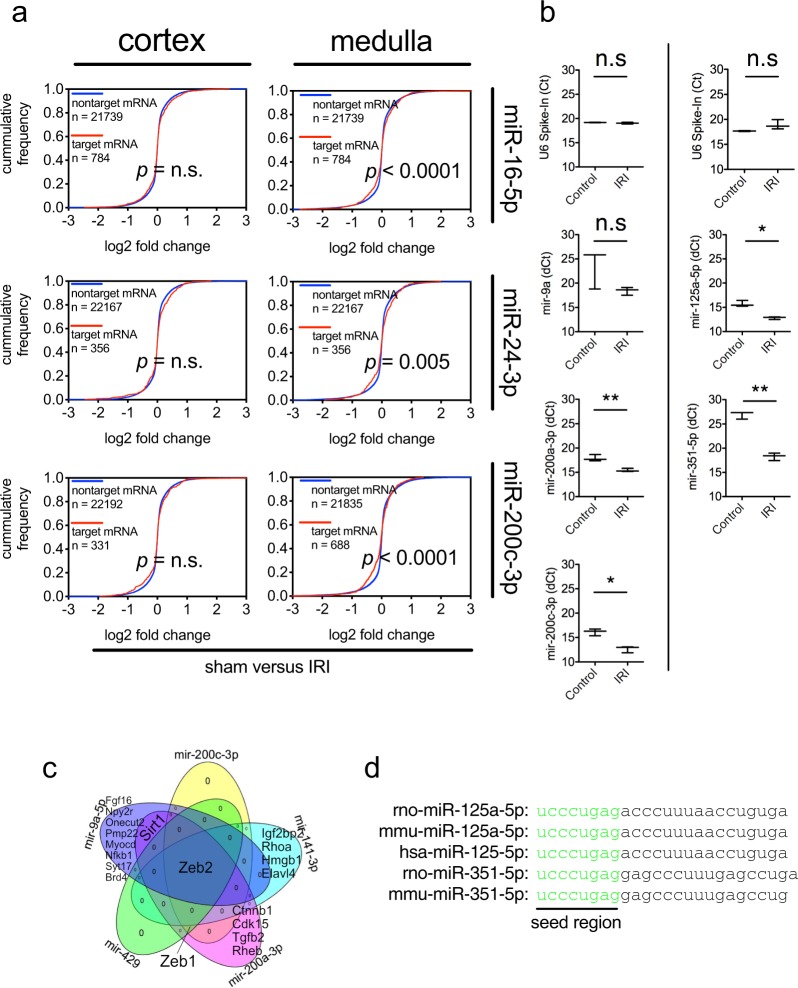
Renal IRI-specific miRNAs with their target mRNAs. (**a**) Comparison of the cumulative distribution of non-target and target mRNAs against the indicated urinary miRNAs in mRNA profiling data of rat kidneys from a day after sham or bilateral IR. Significance was calculated using Kolmogorov-Smirnov test and the values were shown in each graph, if P < 0.05. (**b**) miRNAs upregulated at day 3 and their fold changes in the renal IRI group referenced to sham group. miRNA levels in urinary exosomes were quantified using RT-qPCR. Spike-in raw Ct values serve as control and miRNA levels are expressed as dCt. (**c**) Venn diagram representing overlap of validated targets of mir-9a-5p, mir-141-3p, mir-200a-3p, mir-200c-3p, and mir-429. (**d**) Conserved seed sequences of miR-125a-5p and miR-351-5p, both of which were increased in the recovery state following renal IR.

Hierarchical clustering identified two groups of exo-miRs differentially expressed in recovery state with similar expression patterns over time. 

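At day 3, miR-9a-5p was at 5807 ± 2582 in IRI rats (SD, n = 3) and at 0 in all 3 sham rats, at least 1.18-fold higher (log2 fold change 3.55, standard error 0.71, adjusted p = 0.0392 from limma). The other miRNAs of this group were higher in the mean of the IRI rats but did not pass the threshold. miR-200c-3p was at 15384 ± 22057 in IRI and 1026 ± 1070 in sham, with a log2 fold change of 2.58 (standard error 1.12, adjusted p = 0.665 from limma), and miR-148a-3p had one of 2.32 (standard error 1.36, adjusted p = 0.742 from limma). miR-200a-3p, miR-429 and miR-141-3p had log2 fold changes of 1.50, 1.37 and 1.34 (adjusted p = 0.742, 0.742 and 0.840 from limma). IRI rat 13 stood out, with 40852 for miR-200c-3p against 2470 and 2829 in the other IRI rats, and 47287 for miR-141-3p against 0 and 4715. Without IRI rat 13 the log2 fold changes of miR-141-3p, miR-429, miR-200a-3p, miR-148a-3p and miR-200c-3p were -0.29, 0.20, 0.61, 0.86 and 1.34. miR-9a-5p was highest in IRI rat 1, at 7410. It passed without IRI rat 2 (adjusted p = 0.0477 from limma) and not when any other rat was left out (0.107 to 0.195), and in the counts of Supplementary table 1 (b) its log2 fold change was -0.37. Whether the IRI minus sham difference at day 3 exceeded that of another day was tested for each miRNA with limma. Against days 1, 2, 7 and 14, 0 miRNAs passed, and 3, 4, 3 and 7 had an unadjusted p under 0.05. miR-200c-3p had a smaller log2 fold change at day 3 than at day 1, by -0.29 (standard error 1.38, adjusted p = 0.989 from limma). For miR-200a-3p, miR-148a-3p and miR-429 the value at day 3 was the largest of the days, and for miR-141-3p it was smaller than at day 1 by -1.03 (standard error 1.99, adjusted p = 0.989 from limma). In the authors' own edgeR values the order for miR-141-3p is the other way, with 1.80 at day 1 and 3.58 at day 3. miR-9a-5p is not listed at days 7 and 14.

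**Figure D2:**
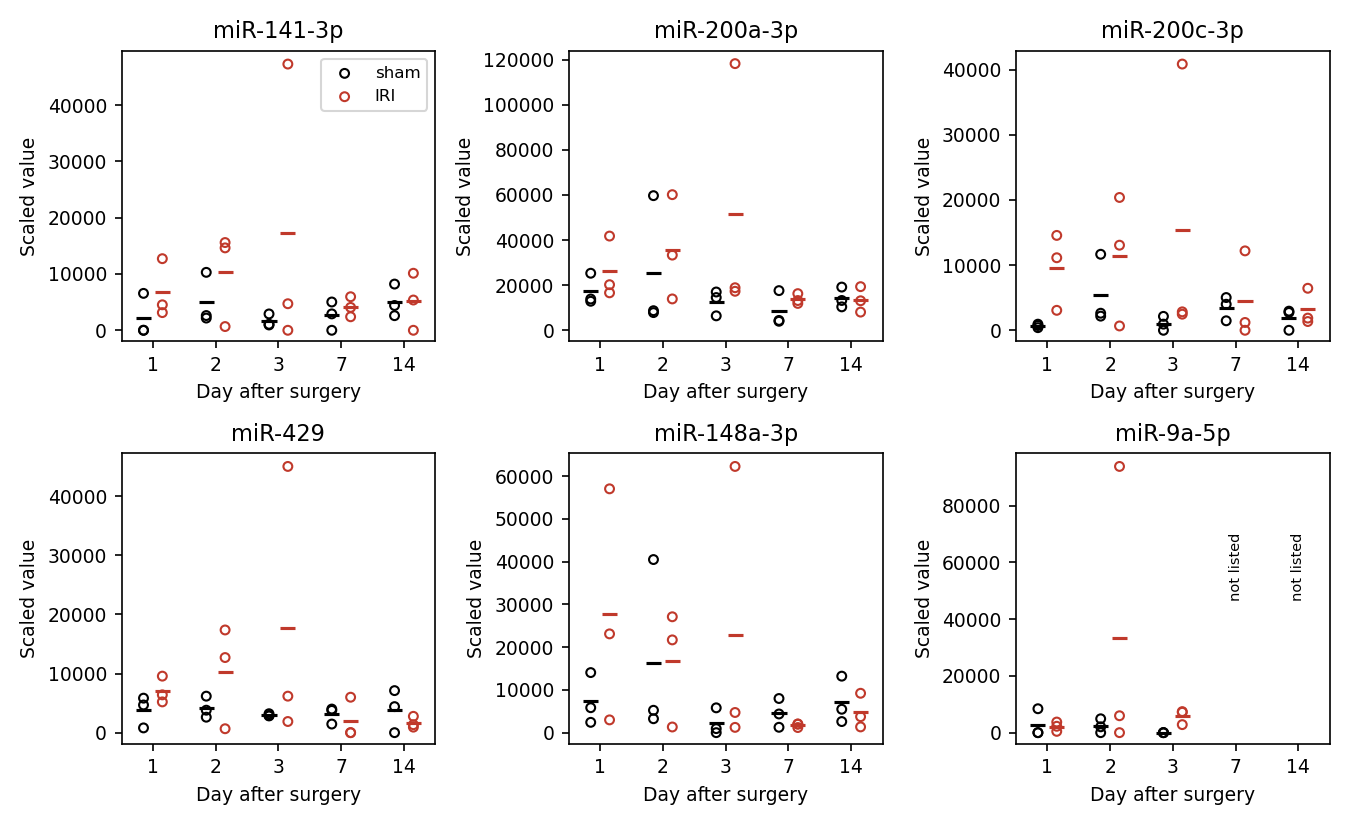
Scaled values of miR-141-3p, miR-200a-3p, miR-200c-3p, miR-429, miR-148a-3p and miR-9a-5p by day after surgery, each circle 1 rat (sham black, IRI red) and each bar the mean of 3 rats. At day 3, IRI rat 13 is the highest circle for each of the first 5, with 40852 for miR-200c-3p.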

First, all miR-200 family (miR-141-3p, miR-200a-3p, miR-200c-3p, miR-429), miR-148a-3p, and miR-9a-5p were maximally increased together in urine at day 3. To test whether the differentially expressed miRNAs are loaded in exosomes as well as confirm the results from RNA-seq, we isolated exosomes with polymer-based precipitation as an alternative method and measured expression changes of the miRNAs. RT-qPCR analysis with select exo-miRs from the alternative isolation method confirmed the expression changes observed from RNA-seq (Fig. 4b). Because these exo-miRs were increased at the same time, we searched if these exo-miRs regulated the common targets. Except mir-148a-3p, we were able to retrieve experimentally validated mRNA targets using miRTarBase^22^. For collected experimentally validated targets, see references in^23–34^ for targets of miR-9a-5p^35–39^; for miR-141-3p^38,40–46^; for miR-200a-3p^38,44,47^; for miR-200c-3p^38^; for miR-429. Overlapped targets were represented graphically as a Venn diagram. Indeed, Zeb1/2 were common targets for these exo-miRs (Fig. 4c). These mRNA targets are well- characterized regulators of TGF-β1 signaling^48,49^. Furthermore, the miR-200 family has been reported to regulate renal tubular epithelial-to-mesenchymal transition through TGF-β1 signaling in fibrotic kidneys as well as cell culture^38,50^. 

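miR-351-5p was higher in IRI rats at day 7, at 12309 ± 6509 (SD, n = 3) against 0 in all 3 sham rats, at least 1.84-fold higher (log2 fold change 4.5, standard error 0.67, adjusted p = 0.0152 from limma). At day 14 it was at 6661 ± 4482 against 0 in sham, and its log2 fold change of 3.57 (standard error 0.65) did not pass the threshold (adjusted p = 0.0693 from limma). In the mean of days 7 and 14 of each rat it passed (4.04, standard error 0.44, adjusted p = 0.00178 from limma), in 3 of 3 IRI rats. miR-125a-5p was at 34043 ± 11777 in IRI and 12913 ± 2249 in sham at day 14, with every IRI rat above every sham rat, but did not pass (1.33, standard error 0.46, adjusted p = 0.220 from limma). At day 7 it was at 24137 ± 7043 in IRI and 13510 ± 14535 in sham (2.09, standard error 1.43, adjusted p = 0.781 from limma), and the difference was 0.34 without sham rat 3, which had 0. Over both days its log2 fold change was 1.71 (standard error 0.79, adjusted p = 0.495 from limma). The values of miR-351-5p in IRI rest on 20 reads at day 7 and 18 at day 14. Its call at day 7 held without sham rat 3 and without IRI rat 13, and its adjusted p from limma was 0.0537 to 0.0934 when another rat was left out. In the counts of Supplementary table 1 (b) its log2 fold change was -0.37 at day 7 and -0.74 at day 14. At days 1 and 2 its log2 fold changes were 0.42 and 0.23 (adjusted p = 0.890 and 0.918 from limma).

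**Figure D3:**
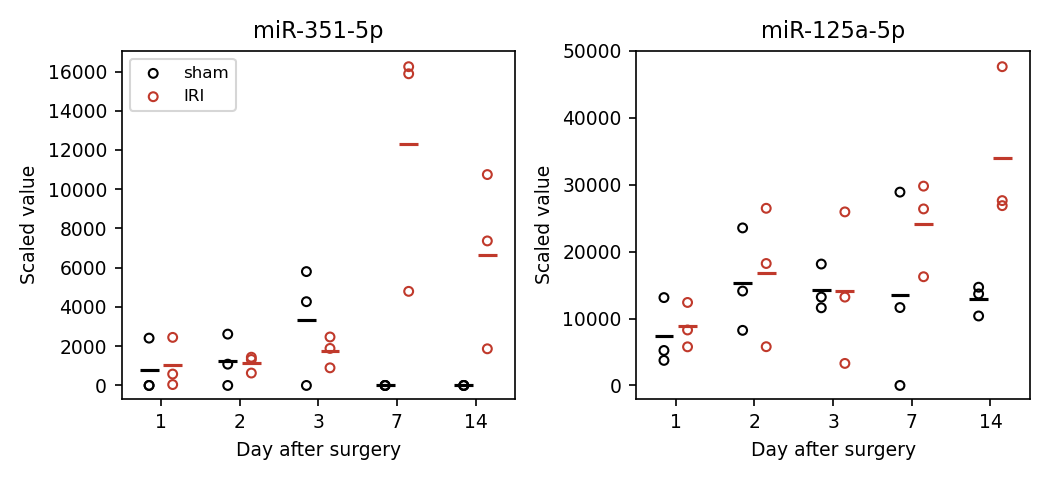
Scaled values of miR-125a-5p and miR-351-5p by day after surgery, each circle 1 rat (sham black, IRI red) and each bar the mean of 3 rats. miR-351-5p is at 0 in the 3 sham rats at days 7 and 14.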

Next, miR-125a-5p and miR-351-5p increased simultaneously, at the recovery state, which have the conserved same seed sequence (Fig. 4d). The disease progression of AKI also can depend on the severity of IRI, including ischemic injury time, and AKI can be induced in different ways. It is also possible the role of these exo-miRs may be different, depending on the cause and severity. It will be interesting to know whether these differentially expressed exo-miRs can mirror the injury and the recovery status in other AKI.

Because the exo-miRs released during the early recovery state are associated with TGF-β1 signaling, we tested if expression of miR-125a-5p and miR-351-5p are also regulated by TGF-β1. Since the proximal tubule in kidneys is a major site of injury and repair following AKI^51^, NRK52E cells (proximal tubule cell line) were treated with TGF-β1 for 2 days (Fig. 5a). RT-qPCR analysis showed that both miR-125a-5p and miR-351-5p were significantly downregulated in NRK52E cells, but not in mIMCD3 cells which originate from collecting ducts. Interestingly, the expression of miR-125a-5p and miR-351-5p in NRK52E cells was negatively correlated with that in urinary exosomes. To test if exosome release leads to decreased expression of miR-125a-5p and miR-351-5p in the cells, we measured the time course of miRNA expression in cells as well as exosomes from the conditioned media. Immunoblotting analysis showed that exosome marker proteins, including syntenin^52^ and Alix^53^ were enriched in exosomes fraction but not in microvesicle fraction, validating the exosome isolation protocol used in this study (Fig. 5b). RT- qPCR analysis with cellular and exosome fractions showed that both intracellular exo-miRs were depleted at 45 min after TGF-β1 treatment and thereafter remained unchanged while their expressions in exosomes were peaked at 40 min, indicating that increased extracellular release of these miRNAs led to their reduction in cells (Fig. 5c). Thus, this data suggests that exosomal release could be a mechanism that control miRNA availability and abundance in cells.

**Figure 5:**
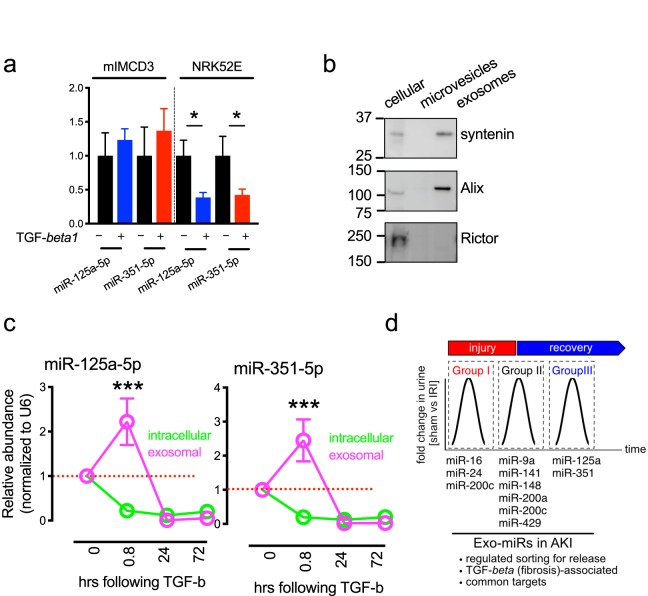
TGF-β1-regulated exosomal release of miR-125a-5p and miR-351-5p. (**a**) RT-qPCR analysis of miR-125a-5p and miR-351-5p expression in NRK52E and mIMCD3 cells treated with 10 ng/ml of TGF-β1 for 48 hours. miRNA levels were normalized using U6 RNA as endogenous control. Data are means ± SD. n = 3 for each group. Significance was calculated using two-tailed t-test and labeled as *P < 0.05 in graphs. (**b**) Western analysis showing indicated proteins in total lysates, microvesicles, and exosome fractions from NRK52E cells. Marker analysis showed enriched exosome proteins in the exosome fraction. Rictor was used as negative control. (**c**) RT-qPCR analysis of miR-125a-5p and miR-351-5p expression in NRK52E cells treated with 10 ng/ml of TGF-β1 and exosomes isolated from the conditioned media at the indicated times. miRNA levels were normalized using U6 RNA as endogenous control. Significance was calculated using 2-way ANOVA and labeled as ***P < 0.001 in graphs. (**d**) Schematic representation of exo-miR release during acute kidney injury. Differentially expressed exo-miRs during injury or recovery state following AKI were listed. Urinary Exo-miRs released during recovery state can mirror TGF-β signaling in ischemia-reperfusion induced AKI and TGF-β signaling controls release of exo-miRs in urine.

In this study, we longitudinally measured microRNAs in urinary exosomes released during renal IRI (Fig. 5d). In kidneys, regulated sorting of exo-miRs is likely determine their exosomal release to urine. Injury-specific exo-miRs were associated with target mRNA expression distributions in renal medulla while recovery- specific exo-miRs had common target mRNAs involved in TGF-β signaling, based on sequence complementarity. Lastly, we demonstrated that exosome release of miRNAs might be a mechanism that controls miRNA availability and abundance in cells. Thus, regulated release of exo-miRs in urine reflects TGF-β signaling in kidneys, which might be useful in noninvasively detecting the disease progression of AKI and AKI-to-CKD.

## Supplementary information

Supplementary table 1

How the deposited data were processed for this re-analysis (not part of the article)

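Urinary exosome small RNA of 3 sham and 3 IRI rats was compared at days 1, 2, 3, 7 and 14. The labels give the group, the rat, the day and the lane of each of the 30 libraries, and the same rat numbers recur on every day. Each of the 5 deposited tables holds the signal values of 6 libraries and the authors' edgeR results for the listed miRNAs. The signal values were made by the authors, who trimmed adaptors with Cutadapt, aligned reads with Bowtie and the miRDeep2 mapper in the CAP-miRseq pipeline, counted with HTSeq, and scaled the counts to about the scale of CPM. Versions and options of these tools were not found in the paper. Column sums of the signal values run from 742597 to 1906282. The log2 fold changes and mean log2 levels in the tables were computed by the authors with edgeR. The likelihood ratio score of each miRNA was computed by the authors with edgeR. The p-value and FDR columns were computed by the authors with edgeR over the miRNAs of each table. These columns were used only as a named alternative. Kidney lists of days 1.5, 3 and 14 (67, 106 and 52 miRNAs) came from Supplementary table 1 (d), whose values were taken as signed folds and used for membership and direction.

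In each library the worth of 1 read was the step of which all low values (up to 20 reads) are whole multiples within 0.1. It runs from 22.72 to 3992.29. The floor for a group at 0 is the worth of 3 reads, the upper 95% Poisson limit of a count of 0, averaged over its libraries, and it holds no spread between rats. It is the limit of a single library and does not pool the libraries of the group, which together would set a lower one. The rank and size of rare miRNAs are limited by this depth.

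Values were taken as log2(value + 500). Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the miRNAs of the table and a threshold of 0.05. No miRNA was filtered beyond the authors' listing. Injury state (days 1 and 2) and recovery state (days 7 and 14) used the mean of each rat. Differences between days in the IRI minus sham difference used contrasts of group means, with the rat as a block as an alternative. Sham 3, 6 and 9 and IRI 1, 2 and 13 were taken as the same animals on each day from the labels. Shares of the variance and distances used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. PCA was run on values centred and scaled to unit variance per miRNA. The share of the variance of the PC1 and PC2 scores between groups was tested by exact permutation, over whole rats where days were joined. Overlap with the kidney lists used 10 two-sided Fisher's exact tests, for kidney days 3 and 14. Tests for kidney day 1.5, 5 more in the plan, were not run. The 21 lists of miRNAs (families, clusters, cell type markers and the paper's groups) were tested with limma fry where at least 3 members were listed.

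miRNAs are named by a rule written before the deposited values were examined. It takes every miRNA the paper names, and list members. It also takes the 5 with the smallest p in each direction at each day. Candidates for those 5 had an unadjusted p under 0.05 and no overlap between groups. The paper's values for these miRNAs had been seen in its supplement. Alternatives were constants of 50, 2000 and 0.5 read, a filter on miRNAs above 0 in at least 5 libraries, recentring on the median, an intensity trend, other thresholds (0.01, or unadjusted), leaving out each rat, the counts of Supplementary table 1 (b), other PCA scaling, and the authors' own edgeR columns. Scaling each library to the same total, thinning libraries at random (100 draws), the exact binomial test of the reads of days 7 and 14 pooled and the comparison over all 5 days were added after the data were seen.

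The fits were tested on simulated data with the library depths of each day, a dispersion of 0.3, 20 changed miRNAs and 50 draws. Unchanged miRNAs were called in at most 1.42% of cases. At day 1, where depth differs most, 9.5% of miRNAs had an unadjusted p under 0.05 with no difference simulated. A first form of this simulation, in which large changes altered the totals and so the values of unchanged miRNAs, failed its check. It was then changed to hold the scaling fixed, so it does not cover such effects of composition. Libraries of a group were checked for duplicates and none shared all values. Sequence motifs, RNA classes, RT-qPCR, target mRNAs and cell culture are not analysed here.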

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

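The tests of the authors' scaling of the library of IRI rat 13, of kidney tubule material, of a paralog, of the reads pooled over days 7 and 14 and of all other splits of the rats were chosen after the results were seen, and the others before their own result was seen.

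Between the states, the IRI minus sham difference of miR-23b-3p differed by 2.80 and that of miR-351-5p by -3.71 (log2), a tested difference between time points. miR-101a-3p at day 1 (2.89), miR-181b-5p at day 2 (3.7) and miR-23b-3p at day 7 (-3.41) passed the test with 0 in every library of 1 group, and the paper does not discuss them.

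The first pattern is that a line parts sham from IRI in the PCA of day 1, where IRI libraries are much deeper. With each library thinned to 935 reads a line parted them in 91% of 100 draws. That met the bound written before the draws, but its 95% interval of 83.8% to 95.2%, computed after the value was seen, reaches below the bound. With no difference simulated at the real, unequal depths, a line parted the groups in 95% of draws. This bears on the line at the real depths only. It gives no reference for the thinned libraries, since day 1 was not simulated at equal depth. With libraries scaled to the same total, the share between groups was 38.5%, just under its bound, and another grouping had 41.7%. Depth, scaling and the surgery cannot be told apart here, since IRI libraries are deeper in every rat of day 1.

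The second pattern is that the miR-200 family and miR-148a-3p at day 3 are highest in IRI rat 13. A deeper library is excluded as the whole cause, since with that library thinned to 853 reads 5 of the 6 miRNAs of the group stayed above every other library in 100% of 1000 draws. The most possible was 5, as miR-9a-5p was highest in IRI rat 1 from the start, and the authors' scaling of that library is likewise excluded as the whole cause, with 5 of 6 still 2.64 to 6.09 times the highest other library when all have the same total. For more material from kidney tubule cells, 5 listed kidney-enriched miRNAs were at 0.701 times the mean of the other libraries in the median (0.223 to 0.77). Among them, miR-203a-3p is also in the list of urothelial and squamous epithelial markers. The values are relative within a library, so miRNAs high in that library lower the share of the others. More tubule material is therefore not excluded, and no other biological explanation was tested. That library is also the only one of day 3 in lane 5, and an effect of the lane was not tested.

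The remaining pattern is miR-351-5p higher and miR-23b-3p lower in IRI at days 7 and 14 in the deposited values, while in the counts of Supplementary table 1 (b) miR-351-5p was at -0.37 and -0.74, so its part is absent there, for a cause not tested. For the reads worked out from the deposited values, counting error is excluded as the whole cause, with exact binomial p of 0.00404 and 5.14e-07 at day 7 and 0.00208 and 1.9e-06 at day 14, which hold no spread between rats. Both were picked for their small p on these days, but with the reads of both days pooled and p multiplied by the 63 miRNAs listed on both, the exact binomial p is still 0.000293 for miR-23b-3p and 5.88e-11 for miR-351-5p. Reads of miR-23b-3p assigned to miR-23a-3p are not excluded for its part, since the sum of both at day 7 was lower in IRI by a mean of -3481 (2016 ± 2031 against 5497 ± 2802) but the highest IRI library (4061) lay above the lowest sham library (3768), so this cannot be told apart from an effect of the surgery. Against this explanation, miR-23a-3p had only 3 IRI reads at day 7, where miR-23b-3p had 9 in sham, and at day 14 it was not listed, so that day was not tested.

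With 10 splits of 6 rats into 3 and 3, no share under 0.05 is possible. The real split and the highest other called 1 and 1 miRNAs at day 1, 1 and 6 at day 2, 1 and 1 at day 3, 2 and 2 at day 7, and 0 and 1 at day 14, and the splits that called as many as the real one numbered 2, 2, 2, 2 and 10. For the injury state, 0 and 4 were called (10 splits as large), for the recovery state 2 and 1 (1 split), for the injury effect against the recovery effect 2 and 1 (1 split), and for the day 3 effect against days 1, 2, 7 and 14 0 and at most 1 (10 splits each). At day 2 and in the injury state the split of rats 1, 9 and 13 from the rest called more than the surgery did, with 14 and 17 unadjusted p under 0.05, so differences between samples other than the surgery may be at work. The cause was not tested. These rats have the 3 deepest libraries of day 2 (3838, 1955 and 10543 reads), and rats 9 and 13, but not rat 1, shared lane 4.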

How the results depend on the processing

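Scaling to the same total, thinning and the comparison over all 5 days were added after the data were seen. Of 598 comparisons over 43 results of named miRNAs, 510 kept direction and side of the threshold, 48 lost the call, 30 gained it and 10 reversed. Most of these results were not called in the main setting, and staying uncalled counts as kept, so the 510 do not measure how firm the calls are. The calls on single days were kept in 13 of 14 comparisons for miR-101a-3p (day 1) and 10 of 14 for miR-181b-5p (day 2). They were kept in 4 of 13 for miR-9a-5p (day 3), 5 of 13 for miR-23b-3p and 7 of 13 for miR-351-5p (both day 7). Of 365 comparisons over 25 other results, 226 were the same. Values below are counts of miRNAs past the threshold at days 1, 2, 3, 7 and 14 and in the joint comparisons, or percent of variance between groups in PCA. The cause was not tested unless stated.

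In the counts of Supplementary table 1 (b), 9 of the 10 reversals occurred: miR-361-5p -1.08 and miR-378b 1.75 at day 1, let-7g-5p 1.1, miR-28-3p 1.93 and miR-29c-3p 1.26 at day 2, miR-9a-5p -0.37 at day 3, and miR-351-5p -0.37 at day 7, -0.74 at day 14 and -0.56 in the recovery state. Without IRI rat 13, miR-141-3p at day 3 was -0.29. The supplement counts called 14 at day 1, 0 at day 2, 6 at day 3, 1 at day 7, 17 in the injury state, 0 in the recovery state, 5 over all 5 days, 3 for day 3 against day 1, 3 for day 3 against day 14 and 6 for injury against recovery. In PCA they gave 62.4 at day 1, 41.4 at day 3, 37.0 at day 7, 22.8 at day 14, 51.1 for days 1 and 2, and 47.4 for injury and recovery in IRI.

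The constant of 50 called 9 at day 1, 3 at day 14, 1 over all days and 2 lists. The constant of 2000 called 2 at day 2, 0 at day 3, 1 at day 7, 2 at day 14 and 1 over all days, with 2 miRNAs shared with kidney day 14. The constant of 0.5 read called 2 at day 1, 2 at day 2, 0 at day 3, 1 in the injury state and 0 for injury against recovery. The filter on miRNAs above 0 in at least 5 libraries, which removes miR-351-5p, miR-23b-3p and miR-9a-5p by construction, called 0 at days 2, 3 and 7, in the recovery state and for injury against recovery, and 1 over all days. Recentring on the median called 1 at day 14 and 0 over all days. The intensity trend called 0 at day 1, 2 at day 2, 2 at day 3, 0 at day 7, 4 at day 14, 2 in the injury state and 4 over all days. Scaling to the same total called 4 at day 1, 1 in the injury state, 0 over all days and 1 list, with 38.5 in the PCA of day 1. Thinning called 2 at day 1, 0 at day 3 and 1 at day 14, with 37.7 in the PCA of day 1 and 44.8 for injury and recovery in IRI. An adjusted p under 0.01 called 0 at day 3, 0 at day 7 and 0 over all days. An unadjusted p under 0.05 called 13, 9, 5, 4 and 9 on the days, 11 in the injury state, 5 in the recovery state, 9 over all days, 3, 4, 3 and 7 for day 3 against days 1, 2, 7 and 14, and 9 for injury against recovery, as a looser threshold must. The authors' FDR under 0.05 called 6 at day 1, 5 at day 2, 4 at day 7 and 4 at day 14. Only miRNAs above 0 in every library gave PCA shares of 35.7 at day 3, 35.8 at day 14 and 57.6 for injury and recovery in IRI. Centring without scaling gave 33.0 at day 7, 55.3 at day 14 and 49.7 for injury and recovery in IRI. With 1 minus the Pearson correlation the distance ratio was 1.633. With an adjusted p under 0.05, 1 urine miRNA was shared with kidney day 3 and 0 with day 14, since fewer are called.

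Leaving out 1 rat at a time called 1 to 3 at day 1, 0 to 1 at day 2, 0 to 1 at day 3, 0 to 2 at day 7, 0 to 1 at day 14, 0 to 2 in the injury state, 0 to 2 over all days, 0 to 1 for day 3 against day 7, 0 to 1 for day 3 against day 14 and 0 to 1 list. PCA shares were 36.9 to 53.5 at day 1, 28.7 to 49.6 at day 2, 15.4 to 33.1 at day 3, 13 to 41.7 at day 7, 40.4 to 50.5 at day 14, 19.3 to 41.6 for days 1 and 2, 52.2 to 57.5 for injury and recovery in IRI and 9.5 to 29.1 in sham. Distance ratios were 1.153 to 1.304, and 2 to 5 miRNAs were shared with kidney day 14. Within lane 4 only directions could be compared, and these are fixed for miRNAs without overlap between the groups, so that setting gives no test. The motif search and kidney day 1.5 were not run.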

Differences from the paper's values

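No test here was chosen after the results were seen except where stated. Values of the paper's figures were read by eye. A log2 fold change is counted as differing when it is off the paper's by more than the standard error of its own fit. A setting with a larger error can therefore stop differing without coming closer. Other values are counted as differing when 1 is over 1.5 times the other and, for PC1, they are apart by more than the SD over leaving out each rat. Alternatives not named for a value still differ.

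PC1 at day 14 held 29.8% of the variance, and about 50% in the paper's Fig. 2c. The value stays lower, but under 1.5 times apart, over miRNAs above 0 in every library (34.2), in the counts of Supplementary table 1 (b) (35.5) and without sham rat 3 (33.5), sham rat 9 (37.8) or IRI rat 2 (35.7). On the other days PC1 does not differ from the paper's by this criterion.

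In the paper's Fig. 3c the urine set holds about 11 miRNAs at day 3, against 5 here at an unadjusted p under 0.05. The paper's text gives a nominal P of 0.05 and at least 2-fold for this comparison, and no fold threshold was set here. The supplement counts (14), leaving out IRI rat 1 (9) and the authors' PValue under 0.05 (11) do not differ. At day 14 it is about 15 in the paper and 9 here, and the constant of 2000 (13), 0.5 read (10), the intensity trend (12), leaving out sham rat 3 (10) and the authors' PValue (15) do not differ.

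Shared with the kidney list of day 3, the paper's Fig. 3c shows about 4, about 3 and about 7 at urine days 3, 7 and 14, against 2, 1 and 3 here. The authors' PValue gives 4, 3 and 7. The values are at most 1.5 times apart at day 3 without sham rat 9 (3), IRI rat 1 (4) or IRI rat 2 (4), at day 7 with the constant of 2000 (2) and without sham rat 6 or sham rat 9 (3 each), and at day 14 with the constant of 2000 (6). Shared with the kidney list of day 14, the figure shows about 1, about 2, about 1 and about 2 at urine days 1, 3, 7 and 14, against 2, 1, 0 and 1 here. The authors' PValue gives 1, 2, 1 and 2. The values are at most 1.5 times apart at day 1 for the same direction (1) or without sham rat 3, sham rat 6 or IRI rat 13 (1 each), at day 3 without sham rat 9 (2), at day 7 with the constant of 2000 or without sham rat 6 or sham rat 9 (1 each), and at day 14 with the constant of 2000 or without sham rat 9 (2 each).

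The paper's heat map (Fig. 3b) holds about 41 miRNAs at a stated FDR under 0.01, against 2 here with limma at that threshold. An unadjusted p under 0.05 gives 30 and the authors' PValue under 0.05 gives 41, while the authors' own FDR under 0.01 gives 5.

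Log2 fold changes in the paper's supplement differ as follows. For miR-24-3p at day 1 the paper's is 8.15 and here 2.42 (0.55 to 5.44 over the settings, all of which differ). miR-24-3p, and miR-9a-5p and miR-351-5p below, are at 0 in every sham library, so their values here follow the constant added and are not estimates of the fold. For miR-200c-3p at day 1 they are 3.9 (the paper's) and 2.87, within the error at the constant of 50 (3.51). At day 3 the paper's miR-141-3p is 3.58 against 1.34 here (without IRI rat 1, 3.0), miR-429 2.59 against 1.37 (constant of 50, 1.43; recentred, 1.78; without sham rat 3, 1.34; sham rat 6, 1.42; IRI rat 1, 1.59; IRI rat 2, 2.33), miR-148a-3p 3.7 against 2.32 (constant of 50, 3.45; recentred, 2.63; without sham rat 3, 2.22; sham rat 9, 3.29; IRI rat 1, 3.45; IRI rat 2, 2.65) and miR-9a-5p 6.44 against 3.55 (constant of 50, 6.75). Settings in brackets are within their own standard error of the paper's value, some of them without being nearer to it. At day 7 the paper's miR-125a-5p is 0.64 against 2.09 here (0.5 read, 1.43; without sham rat 3, 0.34; IRI rat 2, 1.9; IRI rat 13, 2.0). For miR-351-5p the paper's is 5.82 at day 7 and 5.75 at day 14, against 4.5 (-0.37 to 7.75 over the settings) and 3.57 (-0.74 to 6.74), and every alternative differs.

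The paper states that miR-16-5p, miR-24-3p and miR-200c-3p were increased at day 1, and none passed here over all miRNAs. In the authors' edgeR columns all 3 had an FDR under 0.05 (0.0397 for miR-16-5p, 0.0202 for miR-24-3p and 0.0128 for miR-200c-3p). Among the limma settings, miR-16-5p passed only in the supplement counts. miR-24-3p passed with the constant of 50 and without IRI rat 2, and miR-200c-3p also with the filter on miRNAs above 0 and in the supplement counts. Both also passed when scaled to the same total, a setting chosen after seeing the values. The paper states that miR-125a-5p and miR-351-5p increased in recovery. In the main setting miR-351-5p passed at day 7 (adjusted p = 0.0152 from limma) and over days 7 and 14 (adjusted p = 0.00178 from limma). At day 14 alone it passed in limma with the constants of 50 and 2000, recentring, the intensity trend and without IRI rat 1. Among the limma settings, miR-125a-5p passed at day 14 only with the intensity trend. In the authors' edgeR columns the FDR at day 14 was 0.0001675 for miR-351-5p and 0.00531 for miR-125a-5p.

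The paper states that the day 3 group peaks together at day 3. In log2 fold change, miR-200c-3p (2.87 at day 1, 2.58 at day 3) and miR-141-3p (2.37 and 1.34) were larger at day 1. The other 4 were largest at day 3, and 0 differences between days passed. In the authors' edgeR columns miR-200c-3p keeps this order (3.90 and 3.65), but miR-141-3p has the paper's order (1.80 at day 1 and 3.58 at day 3). The value of miR-141-3p here at day 3 includes a 0 in IRI rat 1, and is 3.0 without that rat. Its order between the days thus depends on the method. For miR-9a-5p the size at day 3 follows the constant added, with sham at 0. Its IRI mean was 33259 ± 52532 (SD) at day 2, with 93820 in IRI rat 13, and 5807 ± 2582 at day 3. The paper places days 2 and 3, and days 7 and 14, closest, where days 1 and 3 are closest here. In the authors' log2 fold changes and in the supplement counts days 7 and 14 are closest. The paper states that PCA segregates sham and IRI at day 3 and over days 1 and 2, and no line parts them here in the main setting. Its Fig. 2d gives 6 samples per group, which are 3 rats on 2 days. The kidney sheet of Supplementary table 1 heads its values as log2, but none lies between -2 and 2 other than 1 and they run from -12.08 to 24.2, which log2 values would not do.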

Other observations

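The comparison over all 5 days and the pairing and duplicate checks were added after the data were seen, and the list tests were set before.

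In the mean of all 5 days of each rat, miR-378a-3p was lower in IRI by -1.56 (standard error 0.33) and miR-23b-3p by -1.37 (standard error 0.29), the only 2 of 56 miRNAs past the threshold (adjusted p = 0.037 from limma for each, from 0.00973 to 0.186 and from 0.0254 to 0.68 over the alternatives). 9 miRNAs had an unadjusted p under 0.05. By day, miR-378a-3p had log2 fold changes of -1.32, -2.55, -2.31, -1.16 and -0.47 at days 1, 2, 3, 7 and 14, and passed on none (adjusted p = 0.0863 to 0.781 from limma). miR-23b-3p had -1.36, 0.63, 0.2, -3.41 and -2.92, so it was not lower at days 2 and 3, and its mean rests mostly on days 7 and 14, with 0 in every IRI library. Of the 10 splits, 1 called as many, the real one, with 2, and the highest other called 1.

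In a test of the lists for each day with limma fry, 0 of 52 passed in 1 direction after adjustment and 9 had an unadjusted p under 0.05 (smallest adjusted p = 0.0897). In either direction 5 passed, against 0 without sham rat 3, 1 without sham rat 9, 1 at the constant of 2000 and 8 without IRI rat 1: the miR-23, miR-27 and miR-24 clusters at day 1 (adjusted p = 0.0269 from limma fry) and day 7 (0.0119), the let-7 family at day 2 (0.0161), and the miR-10, miR-99, miR-100 and miR-125 families at day 7 (0.0119) and day 14 (0.0161). Adjusted over the list alone, 1 member was lower and 1 higher among 5 for the miR-23, miR-27 and miR-24 clusters at day 1, 1 was lower among 8 for let-7 at day 2 (let-7g-5p), and 1 was higher among 6 and 7 for the miR-10, miR-99, miR-100 and miR-125 families at days 7 and 14 (miR-351-5p).

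The median log2 fold change of the miR-200 family was 1.63, 0.55, 1.37, -0.72 and -0.18 at days 1, 2, 3, 7 and 14. On the same days the miR-29 family was at 1.53, -2.44, 0.607, -0.435 and 0.464, and the miR-30 family at 0.239, 0.57, 0.256, 0.344 and 0.066, with the smallest adjusted p at day 2 (0.0897 from limma fry for each). The miR-183 cluster was at 0.566, -1.12, 0.056, -0.66 and -1.601, and the miR-17/92 and paralog clusters at -0.003, -0.21, 0.164, 0.775 and -0.355. Kidney-enriched miRNAs were at 0.265, 0.232, -0.79, -0.292 and -0.754 (smallest adjusted p = 0.173 from limma fry, at day 3). Fibrosis-associated ones were at 0.47, 0.761, 0.387, 0.595 and 1.27 (smallest adjusted p = 0.2 from limma fry, at day 14). Leukocyte markers were at 0.26, 0.443, 0.534, 1.58 and -0.214 (adjusted p = 0.98 from limma fry at day 1, the only day tested). Of these markers 3 were listed at day 1 and 2 at days 2 and 3. The values at days 7 and 14 are those of miR-181a-5p alone. Of the cluster of miR-322, miR-503 and miR-351, miR-351-5p alone was listed on days 1, 2, 7 and 14. Markers with fewer than 3 listed members were red blood cell (miR-486, -1.08 at day 1 and -0.83 at day 3), urothelial and squamous epithelial (median 0.013, 0.657, -0.79, -1.288 and -1.38 on the 5 days), muscle (miR-206-3p, 0.48 at day 1 and -0.949 at day 14) and the male germ line X cluster (0.96 at day 1 and 0.466 at day 2). Endothelial and liver and plasma markers had 0 listed. The groups chosen by the study on these samples are not independent evidence: 3 of 3 injury group miRNAs were higher at day 1 adjusted over the list alone, 1 of 6 of the day 3 group at day 3, and 1 of 2 and 2 of 2 of the recovery group at days 7 and 14.

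Profiles were also correlated between days as deviations from the mean of the group on each day. Those of the same rat on 2 days had a mean Pearson correlation of 0.10 (30 of 60 pairs above 0.1), with no test. It was -0.05 for different rats of the group (19 of 120 pairs above 0.1). With deviations of only 3 rats per group the value for different rats largely follows from that for the same rat, so it is no separate reference. No pair of libraries shared all values. The closest pair, sham rats 3 and 6 at day 7, differed no more than counting allows (chi-square per degree of freedom 1.22, p = 0.114), as did sham rats 6 and 9 at day 3 (p = 0.0597). Other pairs of day 7 thinned to 211 reads gave a p of 0.05 or more in 32.0% to 85.5% of 200 draws, so depth limits this check, and all libraries were kept. For the listed miRNAs the counts of Supplementary table 1 (b) exceed the reads implied by the values, with 3164 against 1199 in sham rat 3 at day 1.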
